A study of Mus musculus with 54 samples.

How the data were processed

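Replication timing had been measured by Repli-Seq, in which cells are pulse-labelled with BrdU, sorted into early and late S phase, and the newly made DNA of each fraction is sequenced. The series holds 54 libraries, which form 27 profiles, each from 1 early and 1 late library of the same culture. The cells are F1 hybrids, so reads over strain-specific variants can be given to the maternal or paternal genome, and each profile has 1 column for each of its 2 alleles. The embryonic stem cells (ESCs) came from 5 lines that are hybrids of 129 and Cas (Mus castaneus): F121 (1 profile), F121-6 (4 profiles), F121-9 (4 profiles), F123 (2 profiles) and Cas129 (2 profiles). F123 is labelled male and the others female. The neural precursor cells (NPCs) were derived from F121-9 (1 profile) and Cas129 (2 profiles) and taken at day 11. The mouse embryonic fibroblasts (MEFs) came from 4 embryos with 2 profiles each, embryos 1 and 2 labelled female and embryos 3 and 4 labelled male. V6.5 ESCs (1 profile, male, C57B6 and 129) and an extraembryonic endoderm (XEN) line (2 profiles, female, C57B6 and Cas) have other parents and were kept out of the fits. The F121 lines and F123 are labelled with 129 first in the cross, and Cas129 and the MEF embryos with Cas first. Cross labels conventionally name the mother first, and that reading is used here.

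Per the file headers, the deposited values, read here as log2, had been computed by the authors as log ratios of the early to the late signal of 1 allele in windows of 50 kb on mm10. The base of the logarithm is not stated anywhere and log2 is usual for this assay, so the unit of every difference below depends on that reading while its sign does not. By their autosomal means the deposited columns fall into 2 sets, read here as scaled separately by the authors. The 17 ESC and NPC profiles had a median autosomal column mean of -0.60 and the 10 MEF and XEN profiles one of -0.14. Differences between the alleles of a profile stay within a set. Scaling can still move them, since the autosomal means of the 2 alleles were apart in some profiles. For 129 and Cas these means were -0.60 and -0.67 in F123 and -0.22 and -0.14 in embryo 4 (replicate 1 of each). Embryo 1 had -0.21 and -0.14 in replicate 2. In these lines the lower column was that of the allele whose X track was flat. Both alleles of embryos 2 and 3, with no flat track, lay between -0.14 and -0.10. Cas129 NPCs have no flat track either, but lay at -0.54 and -0.58 in replicate 1. How the X entered the scaling was not tested. Timing differences between MEFs and ESCs or NPCs cross the sets. Windows next to each other correlated at 0.981 to 0.995, so windows are not independent. Whether the values had been smoothed along chromosomes was not tested. The processing notes name Bowtie2, SAMtools and bedtools with no versions, and do not state how reads were given to alleles or how windows were chosen. The file holds no read counts, so the depth of each library is unknown and no interval that needs counts is given.

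The file has 46268 windows, of which 43941 are autosomal, 2324 lie on the X and 3 on the Y. None was empty and no per-sample column was left unused. The X was described separately and the Y left out. For each profile the allelic difference (129 minus Cas) and the timing (mean of both alleles) were computed, and the profiles of a line or embryo within a cell type were averaged, so that the line or embryo was the unit: 5 ESC lines, 2 NPC lines and 4 MEF embryos. Means and differences were tested per autosomal window with limma 3.58.1 in R 4.3.3 (two-sided). F121-9 and Cas129 are in both the ESC and the NPC group, and the NPC minus ESC tests did not pair them. A window was called at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 0.5 for allelic and culture results, or at least 1 for timing between cell types. Cross direction was tested over the 2i profiles of the 5 ESC lines, and culture condition over the 8 profiles of F121-6 and F121-9 with the line as a covariate. The replicate numbers did not pair profiles across groups: over 66 pairs of groups the profiles of like number correlated between -0.07 and 0.04 in their allelic differences (median -0.0011) and between -0.40 and 0.30 in timing (median -0.0070) after removal of the group means. The tests were tried on simulated data with 200 changed windows. For ESC allelic differences of 1, the fit recovered 92.0% of them with 9 false calls, and for MEF minus ESC timing differences of 2 it recovered all 200. NPC results were not simulated, so these rates do not extend to them.

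Called windows of 1 direction were joined over gaps of at most 2 windows into regions of at least 200 kb. By a rule written before the data were examined, the text names the 10 regions of largest mean difference in each direction for the ESC allelic result and the 5 largest in each direction for the other results, with up to 3 protein-coding genes nearest the window of largest difference, and members of 11 gene lists. Some regions and genes that this rule picks are not printed. The annotation (GRCm38.p6, the assembly also named mm10) gives no strand, so genes were placed by their midpoint in place of the transcription start first planned, and the gene start coordinate was tried as an alternative. All symbols of the lists were found in it; members on the sex chromosomes or in windows missing from the file have no value. A list's mean was tested against 10000 circular shifts of its windows along the autosomes, and the p-values of 132 tests were adjusted together. Medians and gene starts were tested against 2000 shifts. The mean size of the difference reached a smallest unadjusted circular shift p of 0.0005, and its p-values were adjusted separately. The lists were pluripotency, neural, fibroblast, endoderm, imprinted, housekeeping and replication genes, and, by name, olfactory receptors, vomeronasal receptors, zinc finger (Zfp) genes and histone genes. Shares of windows per line were compared by exact permutation, and overlaps of called windows by circular shifts. The summaries used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9. Alternatives covered quantile normalization, median centring, the size threshold, window density, leaving out each line, embryo or culture profile, profiles in place of line means, sex, medium, the X and extreme windows. The closing section gives their effect. Fits of female lines used the sex labels, so they hold embryo 1.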

Results

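Replication timing was profiled on each parental genome of F1 hybrid mouse cells, to ask where the 2 alleles of a locus replicate at different times and how this differs between cell types. The comparisons rest on 24 profiles of 129 and Cas hybrids: 13 from 5 ESC lines, 3 from 2 NPC lines and 8 from 4 MEF embryos. A positive value of an allelic difference means that the 129 allele replicated earlier, and a positive timing value means more signal in early than in late S phase. All values are on the log2 scale as far as the file shows, and errors are SDs between lines or embryos unless named otherwise. The read depth is unknown.

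Within a profile, the alleles followed each other closely along the autosomes. Across windows, which are not independent, Pearson's r between alleles was 0.905 to 0.968 in ESC profiles (Spearman's rho 0.882 to 0.966), 0.960 to 0.984 in NPC profiles and 0.978 to 0.982 in MEF profiles. Timing correlated at a median of 0.967 between repeat profiles of an ESC line and 0.955 between ESC lines, 0.847 between ESCs and NPCs, 0.775 between ESCs and MEFs and 0.874 between MEFs and NPCs. The allelic difference correlated at a median of 0.566 between repeat profiles of an ESC line, 0.510 between ESC lines and 0.530 between MEF embryos. It was 0.146 between ESCs and NPCs and 0.0879 between ESCs and MEFs. The 14 pairs within an ESC line, here and for timing, include feeder against 2i profiles of F121-6 and F121-9. Within 1 medium the allelic r of repeat ESC profiles ran from 0.399 (F121-6 on feeders) to 0.764 (F121-9 in 2i). In NPCs it was only 0.254 between repeat profiles of Cas129 and 0.288 between lines, which limits the correlation with ESCs. Between Cas129 and the ESC lines of the opposite cross the median was 0.571.

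In ESCs, the largest difference in favour of the 129 allele lay on chromosome 6 from 137400001 to 137650000 around Eps8, an actin regulator, and Ptpro, a receptor phosphatase, with a mean of 2.90 ± 0.28 (n = 5 lines). It was followed by the carbonic anhydrase cluster Car1, Car2 and Car3 (chromosome 3, 14800001 to 15300000, 2.45 ± 0.25), Slc15a5 (chromosome 6, 137850001 to 138050000, 2.26 ± 0.61), the olfactory receptors Olfr164, Olfr165 and Olfr166 (chromosome 16, 19000001 to 19550000, 2.04 ± 0.15) and Hey2, Ncoa7 and Hint3 (chromosome 10, 30100001 to 31200000, 1.97 ± 0.54). The Cas allele led most at Catsperb (chromosome 12, 101400001 to 101600000, -2.22 ± 0.56), at Trpc7, the BMP signal transducer Smad5 and Tgfbi (chromosome 13, 56500001 to 57600000, -1.98 ± 0.07), at Chodl, Tmprss15 and Btg3 (chromosome 16, 78150001 to 79150000, -1.95 ± 0.23) and at Fam241a, Ap1ar and Tifa (chromosome 3, 127700001 to 128400000, -1.90 ± 0.17). All 5 lines had the direction of the mean in each of the 20 named regions. The other named regions with an earlier 129 allele held Olfr857, Zfp317 and Olfr855 (mean 1.82), Yipf7, Guf1 and Gnpda2 (1.80), Ss18, Psma8 and Taf4b (1.78), the desmogleins Dsg4, Dsg1b and Dsg1a (1.69) and Csrp2, Zdhhc17 and Nav3 (1.67). Those with an earlier Cas allele held Mad2l1, Vmn1r32 and Vmn1r33 (-1.76), Asph, Gdf6 and Clvs1 (-1.70), Cox7c, Rasa1 and Ccnh (-1.68) and Map3k4, Plg and Slc22a3 (-1.64), and 2 regions with no named gene, on chromosome 18 from 59900001 (-1.72) and on chromosome 13 from 105600001 (-1.64). In total, 11057 of 43941 autosomal windows were called, 5815 with an earlier 129 and 5242 with an earlier Cas allele. The majority depends on scaling: 5020 and 6170 after median centring, and 5772 and 5641 after quantile normalization. The windows formed 930 regions with a median length of 450 kb and a total of 511 Mb. The count depends on the size asked for: 7.50% of windows passed at 2 times the minimum size and 41.0% with none, against 25.2%.

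Among the gene lists, 1 of 18 measured pluripotency genes was called between the alleles in ESCs: the 129 allele of Tcl1, a coactivator of Akt, replicated earlier by 2.11 ± 0.12 (SE, limma adjusted p = 3.94e-08). Of 20 fibroblast genes 6 were called, 5 with an earlier Cas allele, among them Fap (-1.68 ± 0.13 SE) and Dcn (-1.45 ± 0.10 SE), and Vim with an earlier 129 allele (1.61 ± 0.11 SE). Of 19 endoderm genes, 4 had an earlier 129 allele, such as Cubn, an endocytic receptor (1.44 ± 0.12 SE), and 5 an earlier Cas allele. The origin recognition gene Orc5 was among 3 replication genes with an earlier 129 allele (1.71 ± 0.10 SE). Of 18 neural genes 3 were called, of 17 housekeeping genes 2, and of 37 histone genes 0 (limma). These counts were the same when adjusted over the list alone, and no list differed from shifted windows in its mean (lowest adjusted p among the hand-written lists 0.452, fibroblast).

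The share of windows called between alleles in ESCs was described by the timing of the window. Part of its course is set by the ranking, since a window with 1 early and 1 late allele has an intermediate mean and an extreme mean needs both alleles extreme. Of the latest decile of windows by mean ESC timing 6.42% were called, of decile 5 41.5% and of the earliest decile 0.614%. Line by line, the share of windows with a difference of at least 0.5 ranged from 19.6% to 46.4% in the latest decile, 29.6% to 50.1% in decile 2, 41.6% to 49.2% in decile 5 and 2.48% to 25.5% in the earliest, so late and intermediate deciles overlap between lines by this measure.

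**Figure D1:**
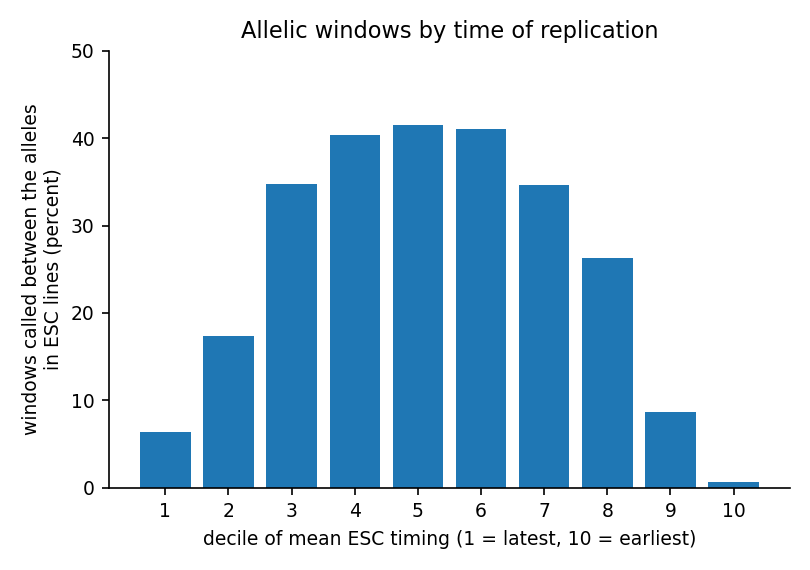
Percent of autosomal windows called between the 129 and Cas alleles in 5 ESC lines (vertical axis), by decile of mean ESC timing from latest to earliest (horizontal axis). Bars rise from 6.42% in the latest decile to 41.5% in decile 5 and fall to 0.614% in the earliest.

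In MEFs, the largest difference with an earlier 129 allele covered the imprinted genes Ndn and Magel2 and their neighbour Mkrn3 on chromosome 7 (61000001 to 62750000), with 1.86 ± 0.10 (n = 4 embryos) against -0.06 ± 0.18 in 5 ESC lines and a mean of 0.12 in 2 NPC lines. The olfactory receptors Olfr164 to Olfr166 followed (1.52 ± 0.23), then 2 regions with no named gene on chromosome 4 from 122550001 (1.36) and chromosome 1 from 109550001 (1.32), and Brinp1 (chromosome 4, 68100001 to 68900000, 1.32 ± 0.14). The Cas allele led at the region of Cobl, the imprinted Grb10 and Ddc (chromosome 11, 11200001 to 13200000, -1.36 ± 0.16), at Sult2a4, Sult2a1 and Sult2a2 (chromosome 7, 13700001 to 14050000, -1.33 ± 0.55) and in 3 regions with no named gene, on chromosome 12 from 20700001 (-1.89), chromosome 6 from 69150001 (-1.49) and chromosome 1 from 117450001 (-1.40). In total 5654 windows were called, 2418 with an earlier 129 and 3236 with an earlier Cas allele (2442 and 2633 after quantile normalization). All 4 embryos are of 1 cross with a Cas mother, so the strain of an allele and the parent it came from cannot be separated in MEFs. Without embryos 1 and 3, whose X tracks do not match their sex labels, 1959 windows were called. With only lines labelled female, the regions from 69150001 (chromosome 6) and of Sult2a4, Sult2a1 and Sult2a2 missed the threshold at their window of largest difference.

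Imprinted genes were the list whose mean differed from shifted windows between alleles in MEFs. Of 29 measured members 5 were called with an earlier 129, here paternal, allele and 2 with an earlier Cas allele (same counts adjusted over the list alone). Called counts alone do not set them apart. Of all windows 12.9% were called, and of 18 pluripotency genes 4 had an earlier 129 and 1 an earlier Cas allele, with no difference from shifted windows in the list mean (adjusted p = 0.276). The imprinted members with an earlier 129 allele were Ndn (2.12 ± 0.16 SE), Magel2 (2.17 ± 0.15 SE), Peg3 (1.53 ± 0.25 SE), Zim1 (1.44 ± 0.25 SE) and Impact (1.03 ± 0.15 SE). Those with an earlier Cas allele were Grb10 (-0.76 ± 0.11 SE) and Airn (-0.56 ± 0.14 SE). Each had its direction in 4 of 4 embryos. Meg3 (-1.34 ± 0.61 SE, -1.62 to -1.21 in the embryos) and Dlk1 (-1.08 ± 0.60 SE, -1.29 to -0.94), singled out after their values were seen, had an earlier Cas allele in 4 of 4 embryos too but were not called (limma adjusted p = 0.146 and 0.236), in a fit whose shared spread includes ESC lines far apart at these genes, and without F123 Meg3 was called. Airn passed no longer when embryo 2 or embryo 3 was left out, or without both embryos 1 and 3. It also missed with only lines labelled female or with the replicate number as a block. Peg3, Zim1 and Impact did not pass without both embryos 1 and 3. The mean size of the difference over the list was 0.594, against 0.270 over all windows (adjusted p = 0.0165, circular shifts, and 0.546 with 0.0264 without Dlk1 and Meg3). Its signed mean was 0.25 against -0.02 (adjusted p = 0.0342). The signed mean missed the threshold when genes were placed by their start coordinate (adjusted p = 0.129) or summarised by the median (adjusted p = 0.132). In ESCs 1 of the 29 had an earlier 129 allele, Plagl1 (0.60 ± 0.09 SE), and 3 an earlier Cas allele: Slc38a4 (-1.40 ± 0.09 SE, -1.14 in NPCs, 0.26 in MEFs), Igf2r (-0.53) and Airn (-0.50), the last 2 at the edge of the size threshold, which Igf2r missed without F123 (-0.49) and Airn without F123 (-0.46) or F121-6 (-0.42). Both missed it after quantile normalization, with only lines labelled female and in both fits of profiles. Plagl1 missed it with 2i profiles only (0.48). Slc38a4, Igf2r, Airn and Plagl1 kept their direction in both crosses in ESCs. Slc38a4 lay at -1.70 to -1.33 in the lines with a 129 mother and at -1.09 in Cas129. In the same order Igf2r lay at -0.71 to -0.31 and -0.56, Airn at -0.83 to -0.06 and -0.49, and Plagl1 at 0.36 to 0.77 and 0.69. Parent of origin alone would turn the sign with the cross, but Cas129 is the only ESC line with a Cas mother.

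In NPCs, the largest differences covered Vmn2r69 (chromosome 7, 85350001 to 85550000, mean -2.54), Catsperb, Tc2n and Fbln5 (chromosome 12, 101400001 to 101800000, -1.70), Prpmp5 (chromosome 6, 132300001 to 132550000, 1.67), Pdcd1, Neu4 and Gal3st2c (chromosome 1, 94000001 to 94300000, 1.66), Olfr164 (1.65), and Dipk1c, Cyb5a and Cndp2 (chromosome 18, 84400001 to 85200000, 1.57). The regions with no named gene were 1 on chromosome 1 from 114100001 (1.99) and 3 with an earlier Cas allele, on chromosome 3 from 71950001 (-2.29) and 91550001 (-1.73) and on chromosome 6 from 60100001 (-1.82). In total 2068 windows were called, 1085 with an earlier 129 and 983 with an earlier Cas allele (818 and 1067 after median centring, 1206 and 1228 after quantile normalization). This count rests on both lines together. It was 693 without F121-9 and 567 without Cas129, where the remaining line is assumed to vary like the other groups, and 798 without MEF embryos 1 and 3, which enter the shared estimate of the spread. It was 1042 with only lines labelled female. In fits of profiles it was 974 with the replicate number as a block and 1281 with the line as a random block. By the window of largest difference, 3 of the named regions missed the threshold without F121-9 (Prpmp5 and the 2 on chromosome 3). Without Cas129 3 missed it (those from 91550001 on chromosome 3 and 60100001 on chromosome 6, and that of Catsperb, Tc2n and Fbln5). Prpmp5 missed it also with only lines labelled female, without embryos 1 and 3 and in both fits of profiles.

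The next comparison asked whether the allelic difference itself changes with cell type. At Eps8 and Ptpro it fell from 2.90 in ESCs to -0.11 ± 0.05 in MEFs (a change of -3.0), and the NPC mean was 0.00. At Car1, Car2 and Car3 the difference turned from 1.90 in ESCs to -0.89 in MEFs (chromosome 3, 14750001 to 15400000), and at Csrp2, Zdhhc17 and Nav3 from 1.31 to -0.68. Slc15a5 (-2.40) and the region of Tmem68, Tgs1 and the kinase Lyn (-1.96) fell as well. It rose from ESCs to MEFs at Trpc7, Smad5 and Tgfbi by 2.2, at Fam241a, Ap1ar and Tifa by 2.17, at Cts3 by 2.08, at Slc1a3, Ranbp3l and Nadk2 by 2.04 and at Mad2l1, Vmn1r32 and Vmn1r33 by 1.98. MEFs differed from ESCs in 12023 windows (5402 higher and 6621 lower, but 6421 and 5548 after median centring and 5834 and 5872 after quantile normalization), and in 7109 without embryos 1 and 3. NPCs differed from ESCs in 7063 windows (3535 higher, 3528 lower), with the largest falls at Eps8 and Ptpro (-2.89), Slc15a5 (-2.46), Vmn2r69 and Vmn2r70 (-2.27) and regions of no named gene on chromosome 5 (-2.35) and chromosome 6 (-2.33). The largest rises were at Slc2a13, CN725425 and Abcd2 (2.33), Cts3 and Ctsm (2.16, not called without the F121-9 NPCs), Ccnh and Rasa1 (2.09) and 2 regions of no named gene on chromosome 1 (2.14 and 2.13). With only Cas129 or only F121-9 as NPCs the count was 3412 or 3680. Of windows called in ESCs, 68.8% had the same sign in NPCs and 59.5% in MEFs, against 50.1% and 49.9% for shifted windows.

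**Figure D2:**
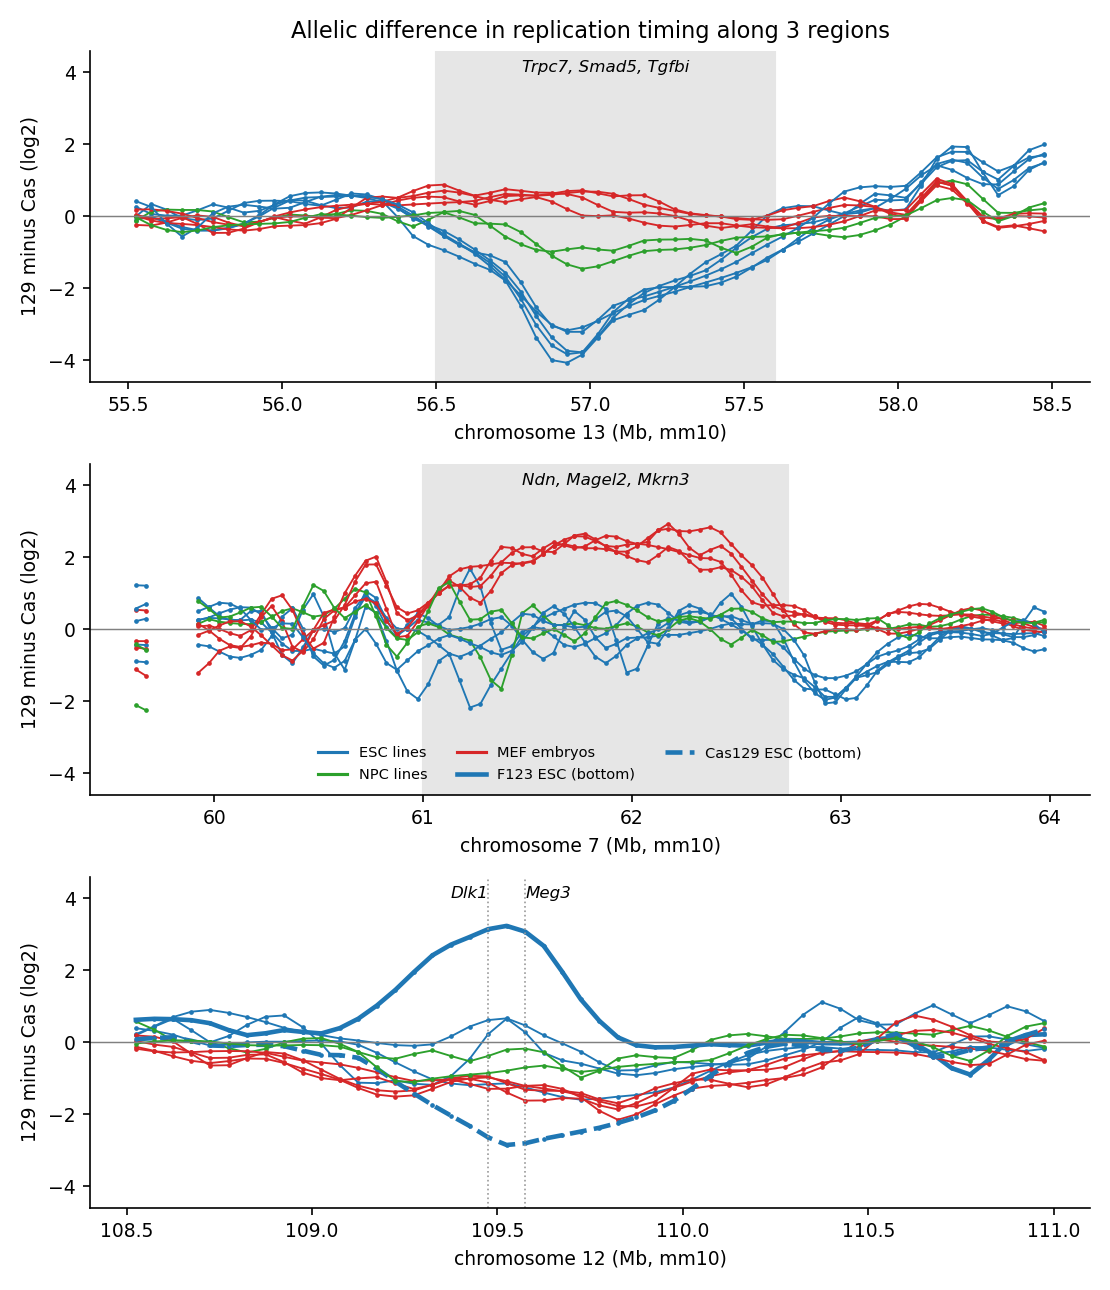
Allelic difference (129 minus Cas, log2, vertical axes) in windows of 50 kb along parts of chromosomes 13, 7 and 12 (Mb, mm10, horizontal axes), 1 line per ESC line, NPC line or MEF embryo, with gaps where the file has no window. Shaded regions are the called region of Trpc7, Smad5 and Tgfbi in ESCs (mean -1.98) and that of Ndn, Magel2 and Mkrn3 in MEFs (mean 1.86), and in the bottom panel F123 and Cas129 lie at 3.08 and -2.81 at Meg3.

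Allelic differences were wider in ESC lines than in MEF embryos. The share of autosomal windows with a difference of at least 0.5 was 34.7% ± 3.9 in ESCs (n = 5 lines), from 28.8% in F121-9 to 38.3% in F121, and 20.2% ± 0.55 in MEFs (n = 4 embryos). The NPC lines had 21.2% (F121-9) and 19.4% (Cas129). The difference of 14.5 percentage points had an exact permutation p of 0.00794 (two-sided), the smallest that 5 lines against 4 can give. The share also counts noise, and the noise SD estimated from repeat profiles was 0.453 ± 0.123 in 4 ESC lines and 0.315 ± 0.021 in 4 embryos. The share falls when profiles are averaged, as single ESC profiles of F121-9 had 32.7% to 42.3%. F121-9 ESCs are a mean of 4 profiles and F121 has 1, so the order of lines and their SD may partly reflect this. With 1 profile per line the shares were 39.4% in ESCs and 25.3% in MEFs (exact permutation p = 0.0159).

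**Figure D3:**
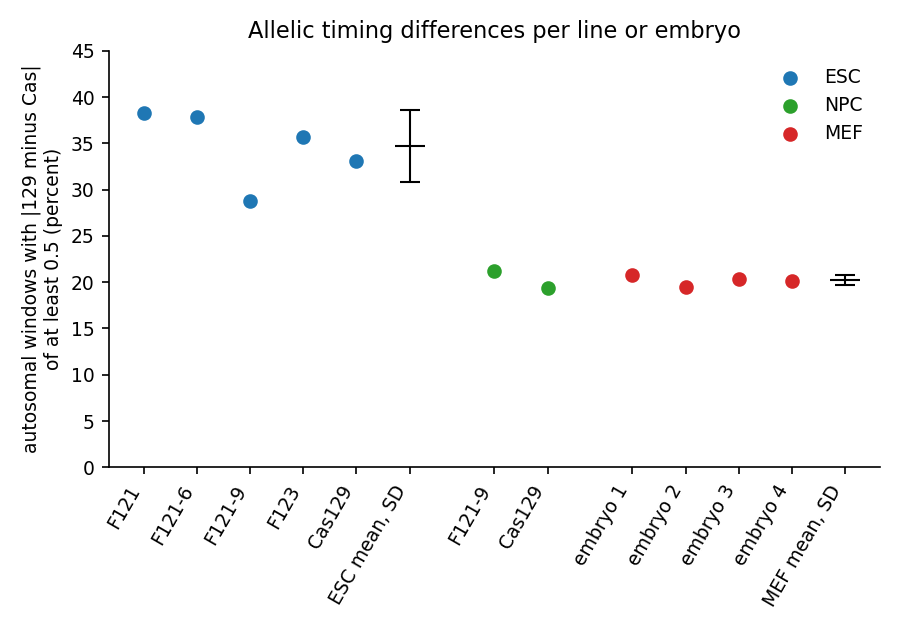
Share of autosomal windows with an allelic difference of at least 0.5 (percent, vertical axis) per line or embryo (points), with means and SDs over 5 ESC lines and 4 MEF embryos (black). Every ESC line (28.8% or more) lies above every MEF embryo (20.8% or less).

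Timing itself was compared between cell types over the mean of both alleles. From ESCs to NPCs, 9 of 18 measured pluripotency genes became later and 0 earlier (same counts adjusted over the list alone). The window of Zfp42 (Rex1), an ESC marker, fell from 1.82 ± 0.21 to -3.77 (difference -5.59 ± 0.20 SE), with differences of -4.99 at Dppa2, -4.83 at Dppa4, -2.06 at Klf5 and -1.38 at Sox2. Of 18 neural genes 8 became earlier and 0 later. The growth factor gene Ptn rose by 4.11 ± 0.24 (SE), and the transcription factor gene Zic1 by 1.97 ± 0.40 (SE), where the 2 NPC lines were far apart (Cas129 0.07, from -3.18 in ESCs, and F121-9 -1.20, from -1.73). The list means were -1.55 and 0.93, against 0.02 over all windows (adjusted p = 0.00132 and 0.00742, the former the smallest that 10000 shifts allow in this family). The neural list missed the threshold by its median (0.72, adjusted p = 0.0990). Replication genes became later in 9 of 18 cases and earlier in 0, among them Mcm4 (-2.81 ± 0.21 SE), Mtbp (-2.09), the helicase gene Mcm3 (-1.97) and Orc2 (-1.85), with a list mean of -0.77 (adjusted p = 0.0321, and 0.120 by the median of -0.63).

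The large receptor and zinc finger families became later as NPCs formed. Of 828 measured olfactory receptor genes 396 fell and 6 rose (list mean -0.997), of 221 vomeronasal receptor genes 110 fell and 1 rose (-1.05), and of 319 Zfp genes 118 fell and 11 rose (-1.01), each with an adjusted p of 0.00132. The genes are clustered and the olfactory genes share 437 windows. The largest later regions held Vmn2r62, Vmn2r63 and Vmn2r126 on chromosome 7 (41250001 to 44000000, from 1.25 ± 0.17 to -2.84), Morc1, Dppa2 and Dppa4 (-3.64), Vmn2r111, Vmn2r112 and Zfp945 (-3.60), Zfp42, Adam26b and Triml2 (-3.59) and Zfp369, Nlrp4f and Olfr466 (-3.49). The largest earlier regions held Zfp608, Csnk1g3 and Cep120 (chromosome 18, 53400001 to 56350000, from -2.73 ± 0.12 to 0.99), Myo16, Irs2 and Tnfsf13b (3.15), Arglu1, Fam155a and Efnb2 (3.11), Efna5 and Fbxl17 (3.10), and Sox6 and Insc (3.05). Over all windows 7220 became earlier and 7053 later, and 7094 and 7307 after quantile normalization.

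In MEFs, fibroblast genes replicated earlier than in ESCs: 15 of 20 rose and 0 fell. Prrx1, a mesenchymal transcription factor, lay at -2.32 ± 0.09 in ESCs and 2.68 ± 0.19 in MEFs (difference 5.0 ± 0.14 SE), and Postn rose by 4.25, Vim by 3.95 and the collagen gene Col3a1 by 3.72. Pluripotency genes fell in 10 of 18 cases and rose in 0, among them Zfp42 (-5.71 ± 0.16 SE), Dppa2 (-5.21) and Sox2 (-4.70). The largest earlier regions were those of Tes, Cav2 and Cav1, the caveolin genes (chromosome 6, 16450001 to 18050000, from -2.27 ± 0.28 to 1.90 ± 0.15), Mthfd2l, Epgn and Cxcl2 (4.14), Dnm3, Pigc and Eef1aknmt (4.13), Rbms3, Zcwpw2 and Azi2 (3.97) and Nrp1, Itgb1 and Ccdc7a (3.94). The largest later ones were those of Mterf3, Uqcrb and Ptdss1 (-3.90), Triml1, Triml2 and Zfp42 (-3.77), Nlrp4f, Zfp369 and Olfr466 (-3.73), Zfp975, Zfp976 and Zfp977 (-3.48) and Dppa2, Dppa4 and Morc1 (-3.34). Olfactory (296 fell, 66 rose), vomeronasal (70 fell, 18 rose) and Zfp genes (103 fell, 24 rose) were again later, with list means of -0.54, -0.73 and -0.67 against 0.46 over all windows (adjusted p = 0.00616, 0.00508 and 0.00132). This comparison crosses the 2 sets in which the columns had been scaled, and the median of all windows was shifted by 0.38. Of 19341 called windows 13311 were earlier in MEFs and 6030 later, but 9033 and 9811 after quantile normalization and 8167 and 12491 after median centring. The means of the fibroblast, pluripotency and receptor lists kept their sign under both, and 11 and 10 of the 20 fibroblast genes then rose, and 11 and 12 of the 18 pluripotency genes fell.

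Against NPCs, MEFs replicated 13 of 20 fibroblast genes earlier and 0 later, among them Col3a1 (4.58 ± 0.22 SE), Prrx1 (4.09) and Fn1 (3.05), and 6 of 18 neural genes later and 1 earlier, among them Nkx2-2 (-2.0) and Zic1 (-1.99). The list means were 1.88 and -0.61, against 0.44 over all windows (adjusted p = 0.00132 and 0.00480). Imprinted genes fell in 10 of 29 cases and rose in 3 (list mean -0.49, adjusted p = 0.0139, and 0.318 by the median of -0.21). The stem cell and neural gene Sox2 and its neighbours Atp11b and Dnajc19 formed the largest later region (chromosome 3, 33650001 to 35800000, -2.69), followed by Sall1, Cyld and Nod2 (-2.47), Fzd10, Tmem132d and Piwil1 (-2.46), Cadm1, Nxpe4 and Nxpe2 (-2.43) and Eipr1, Trappc12 and Adi1 (-2.36). The largest earlier regions held Inhba, Sugct and Gli3 (3.65), Cxcl15, Cxcl3 and Pf4 (3.57), Fas, Ch25h and Acta2 (3.55), Rbms3 (3.55), and Tnc, Tnfsf8 and Tnfsf15 (3.37). The median of all windows was shifted by 0.35 across the sets, and 11285 windows were earlier and 3358 later, but 6724 and 6563 after quantile normalization and 5832 and 9236 after median centring. The 3 list means kept their sign under both. Housekeeping, endoderm and histone genes did not differ from shifted windows in any of the 3 timing comparisons (lowest adjusted p = 0.727).

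**Figure D4:**
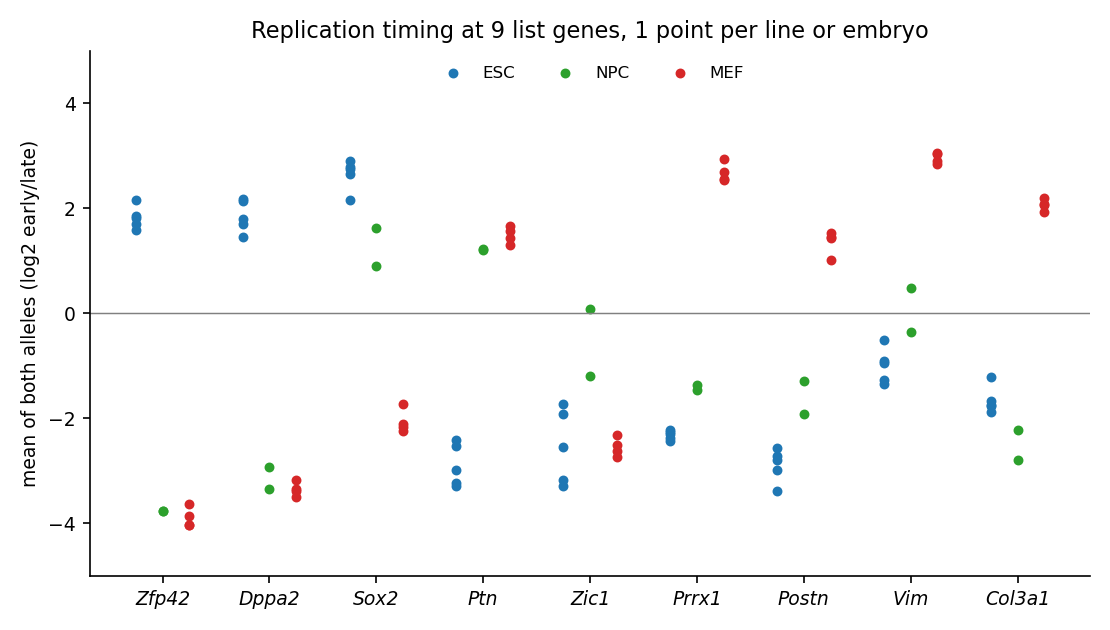
Replication timing (mean of both alleles, log2 early to late, vertical axis) at the windows of 9 list genes (horizontal axis), 1 point per ESC line (5), NPC line (2) or MEF embryo (4). Zfp42 and Dppa2 are early in ESCs alone, at 1.82 and 1.85, and Prrx1, Postn and Col3a1 are early in MEFs alone, with MEF values that cross 2 sets of scaling.

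Windows with an allelic difference were compared with windows whose timing differs between cell types. Of the windows called between alleles in ESCs, 41.5% also differed in timing between NPCs and ESCs, against 29.5% of the rest (odds ratio 1.70), and 53.6% differed between MEFs and ESCs, against 40.8% (odds ratio 1.67). For windows called in NPCs the odds ratio with NPC minus ESC timing was 1.50, and for those called in MEFs with MEF minus ESC timing it was 1.36. Each had the smallest circular shift p that 10000 shifts allow, printed as 2e-04. Both kinds of calls vary with ESC timing: in the latest, decile 5 and the earliest decile, 29.4%, 49.1% and 4.03% of windows were called for NPC minus ESC timing and 48.1%, 55.9% and 10.2% for MEF minus ESC timing. Within deciles of ESC timing, an alternative chosen after seeing the data, the odds ratio was 1.17 for ESC allelic with MEF minus ESC timing (circular shift permutation p = 0.0020, the smallest that 1000 shifts allow) but 1.09, 1.09 and 1.10 for the other 3 (p = 0.156, 0.402 and 0.136).

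Cross direction was compared to ask whether the allele that replicates earlier depends on which parent it came from. The imprinted pair Dlk1 and Meg3 on chromosome 12 (windows from 109450001 and 109550001) differed most plainly between lines: at Meg3 the 129 minus Cas difference was 3.08 in F123 and -2.81 in Cas129, with values of 0.47 in F121, 0.28 in F121-6 and -1.25 in F121-9, and at Dlk1 it was 3.15 in F123 and -2.64 in Cas129. Peg3 lay at -1.56 in F123, 0.52 in Cas129 and -0.04, -0.53 and -0.17 in the 3 F121 lines. These genes were singled out after their values were seen. The limma fit called 0 windows between the 4 lines with a 129 mother and Cas129. An unadjusted p under 0.05 was found in 1358, fewer than the 2197 of no change. The mean size of this difference over the imprinted list (0.508 against 0.297 over all windows, adjusted p = 0.0471, circular shifts) rests on Dlk1 and Meg3. Without them, an alternative chosen after seeing the data, it was 0.292 (adjusted p = 1). Of the 29 members 0 were called. There is 1 line with a Cas mother, so cross and line cannot be separated.

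Culture on feeders was compared with 2i medium in F121-6 and F121-9 (4 profiles in each medium). Here the profile and not the line was the unit, so the spread is mainly that between repeat profiles. Whether the effect of the medium holds across lines was not tested. On feeders, Erich3, Cryz and Tyw3 (chromosome 3, 154500001 to 154900000) replicated later by a mean of -2.03, the receptor tyrosine kinase genes Kit and Kdr with Srd5a3 (chromosome 5, 75350001 to 76450000) by -1.82, Sh3gl2, Cntln and Adamtsl1 by -1.82 and Ofcc1 by -1.77. Earlier on feeders were Lsamp (1.76), Sema3e, Sema3a and Speer3 (1.62), Vmn2r81, Vmn2r82 and Vmn2r83 (1.54) and a region of no named gene on chromosome 3 (1.47). Olfactory receptor genes rose in 114 of 828 cases and fell in 15 (132 and 17 adjusted over the list alone), with a list mean of 0.23 (adjusted p = 0.0116), and vomeronasal receptor genes rose in 40 of 221 and fell in 0 (43 and 1 adjusted over the list alone), with a list mean of 0.29 (adjusted p = 0.00566). Both list means kept their sign after quantile normalization and median centring. In total 5618 windows passed, 2163 earlier and 3455 later on feeders, but 3066 and 2740 after median centring. The count, 12.8% of windows, fell to 6.37% without F121-6 2i replicate 1, 8.0% without its replicate 2, 7.57% without F121-9 2i replicate 1 and 8.22% without F121-9 feeder replicate 1. The allelic difference between media was called in 0 windows by limma. An unadjusted p under 0.05 was found in 5104, against 2197 of no change, over windows that are not independent. The neural list had a mean of -0.33 in it (adjusted p = 0.0250) with 0 of 18 members called, and missed the threshold by its median or by gene starts (adjusted p = 0.571 and 0.119).

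Strain distance was described without a test, since the C57B6 and 129 hybrid V6.5 has 1 profile. Its share of windows with an allelic difference of at least 0.5 was 3.68% and the SD of its allelic difference 0.203, against 32.7% to 57.3% and 0.614 to 1.00 in single profiles of 129 and Cas ESCs. XEN profiles (C57B6 and Cas) had shares of 41.7% and 38.3%. The X tracks of V6.5 correlated at 0.998 between alleles although the line is labelled male, so its columns do not hold 2 separate alleles on the X. Whether they do on the autosomes is not known, and its low autosomal share cannot be read as strain distance alone.

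On the X chromosome, ESC lines labelled female had both alleles at like timing: the X mean minus the autosomal mean was -0.69 ± 0.07 for the 129 and -0.67 ± 0.08 for the Cas allele (n = 4 lines). In F123, labelled male, the 129 X lay at -0.66 and the Cas track was flat (SD over X windows 0.177, against 2.21 for the 129 X). In MEFs both alleles of embryos 2 and 3 were late, the 129 X at -2.0 and -2.02 and the Cas X at -1.59 and -1.57. In embryos 1 and 4 the 129 track was flat (SD 0.278 and 0.229) and the Cas X lay at -1.03 and -1.07. The flat tracks hardly correlated with the other allele (r of -0.02 in F123, 0.02 in embryo 1 and -0.001 in embryo 4). They cannot be read as the timing of an X. Embryos 1 and 2 are labelled female and 3 and 4 male, so in 2 of the 4 embryos the tracks do not match the label. In Cas129 NPCs the 129 X (-1.53 ± 0.39, SD of 2 profiles) was later than the Cas X (-0.93 ± 0.35), while in the F121-9 NPC profile they lay at -0.72 and -0.81. In XEN cells the Cas X was late (-1.63 ± 0.14, SD of 2 profiles) and the C57B6 X was not (-0.44 ± 0.03). Groups of at least 4 lines of 1 sex and cell type were met only by female ESCs, so no test was run. The MEF and XEN values come from another set of scaling than the ESC and NPC values, and the median in place of the mean moved most of them by more than the spread of repeat profiles.

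**Figure D5:**
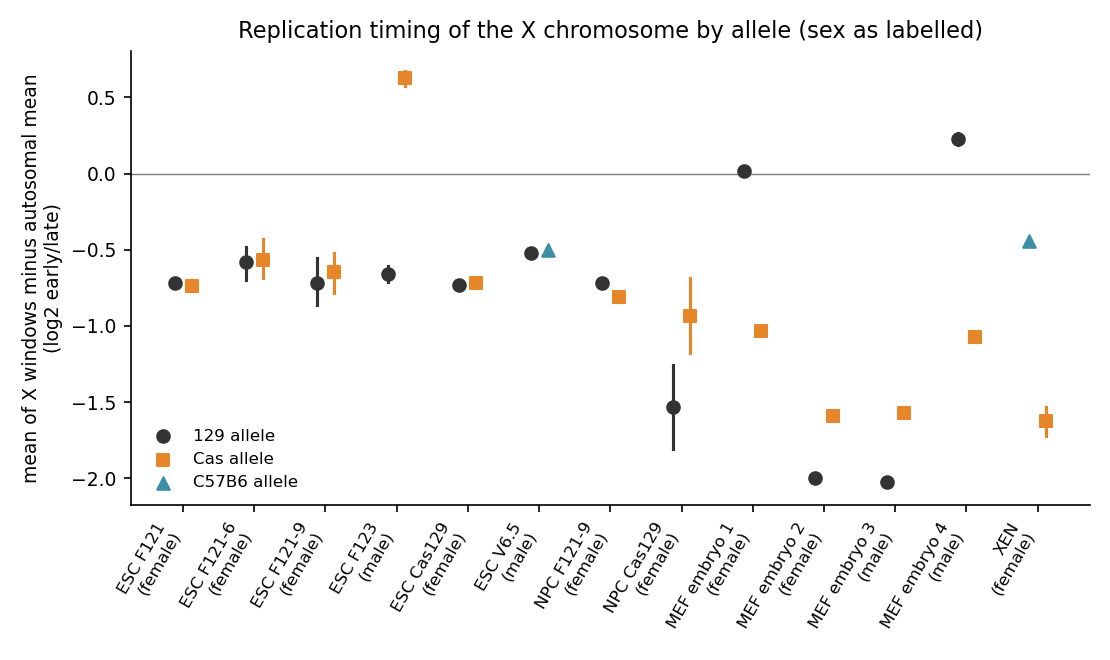
Mean of X windows minus the autosomal mean (log2 early to late, vertical axis) per line and allele (horizontal axis, sex as labelled), with bars from the lowest to the highest repeat profile. Female ESC lines have both alleles between -0.57 and -0.74, and the flat tracks of F123 (Cas) and of embryos 1 and 4 (129) lie at 0.62, 0.02 and 0.23. Values of flat tracks cannot be read as the timing of an X.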

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

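The tests of explanations and the counts of other splits in this part were all written after the results were seen. The search for samples far from the others covered 90 groups of lines or embryos, of which chance marks about 1 in 20. It picked 3 values. The Cas X track of F123 lay at 0.62 relative to the autosomes, against -0.74 to -0.57 in the other ESC lines, and F123 is labelled male with a 129 mother. This track was flat, with X means of 0.004 and -0.084 in the 2 profiles and an r of -0.02 with the 129 X. The 0.62 mainly reflects the Cas autosomal means of -0.67 and -0.66, and cannot be read as the timing of a Cas X. In the MEF region on chromosome 6 from 69150001 to 69700000, embryo 2 had an allelic difference of -0.91, against -1.76 to -1.64 in the other 3 embryos. In the region of Cobl, Grb10 and Ddc on chromosome 11 (11200001 to 13200000), embryo 4 had -1.59, against -1.30 to -1.27.

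A difference between groups was picked for the allelic difference, which limma called different between NPCs and ESCs in 7063 windows and between MEFs and ESCs in 12023 windows. Of 100 splits of the 5 ESC lines and 4 embryos, 1, the real one, called as many windows for the allelic difference (12085 without NPC lines, highest other split 4817), and 1 for timing (19340, highest other 15111). Chance was thus excluded as the whole cause of both MEF minus ESC counts. The NPC minus ESC count of 7063 was not tested by splits. For feeders against 2i, 1 of 34 splits of the 8 profiles called as many windows in timing (the real one, 5618, highest other 0), while for the allelic difference the real count of 0 (highest other 1) makes the comparison void, as all 34 splits call at least 0. The splits for feeders treat repeat profiles of a line as separate units, so they do not test whether the effect holds across lines. Swapping allele labels in some lines gave 1 of 16 sets with as many ESC windows (the real one, 11057, highest other 199) and 1 of 8 in MEFs (5654, highest other 0), which are too few sets for a share under 0.05.

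The X tracks of embryo 1, labelled female, and embryo 3, labelled male, do not match their labels. If the 2 labels were exchanged, embryo 3 would have a 129 X track like that of embryo 2. The SD over X windows of this track was 1.33 in embryo 3, against 1.33 in embryo 2, 0.278 in embryo 1 and 0.229 in embryo 4. These values are the mismatch that raised the question, so they cannot test the exchange. A male culture mixed with cells of a female embryo was excluded, since the SD of the Cas X of embryo 3 lay 0.064 of the way from embryo 2 to embryo 4, near the unmixed female-labelled embryo. An exchange of the labels of embryos 1 and 3 may explain the tracks, as a hypothesis, and the embryos were not regrouped by it.

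The larger allelic differences of ESC lines than of MEF embryos were set against noise and scaling. Noise as the whole cause was excluded: the part of the allelic difference shared by repeat profiles had an SD of 0.585 ± 0.028 in 4 ESC lines and 0.364 ± 0.009 in 4 embryos (exact permutation p = 0.0286, the smallest possible). Different scaling of the 2 sets was also excluded as the whole cause, since after quantile normalization of all columns the shares still differed (exact permutation p = 0.00794, the smallest possible). With only the 2i profiles of ESCs the shares were 35.9% and 20.2% (exact permutation p = 0.00794). This argues against feeder culture of ESCs as the whole cause. Read depth, other culture differences and cell type stay open and were not tested, so a biological cause may apply but was not shown.

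Imprinted windows were set against parent of origin and strain. If parent of origin were the cause, the cross-direction difference in ESCs and the MEF difference would have opposite signs at the same window, and the mean of their product, taken with that sign, was 0.453 over 28 windows against 0.005 for shifted windows (one-sided circular shift permutation p = 1e-04, the smallest that the shifts can give, and 0.0031 with a mean of 0.178 without Dlk1 and Meg3). Strain alone at Dlk1 and Meg3 was excluded: it would give F123 and Cas129 the same direction, but they had opposite ones, 5.88 apart at Meg3, where 99% of autosomal windows had a gap between these lines of at most 1.57. Parent of origin may contribute, but the lines with the order of the cross of F123 (3.08) span 4.33 down to F121-9 (-1.25), so differences between lines stay open. At Slc38a4, Igf2r, Airn and Plagl1 in ESCs the direction was the same in both crosses, while parent of origin alone would turn it. At Ndn and Magel2 in MEFs strain and parent of origin cannot be told apart, as there were 0 embryos of the opposite cross.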

How the results depend on the processing

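The alternatives without embryos 1 and 3, without the F121-6 feeder profiles, with genes placed by their start coordinate, without Dlk1 and Meg3, and within deciles of ESC timing were chosen after seeing the data. None of the results for named genes, lists and the picked regions reversed: 822 values for genes, 255 for lists and 1807 for regions stayed on their side of the threshold, 20, 11 and 13 fell below it and 2 for genes rose above it (Meg3 in MEFs). The genes that fell were Airn, Peg3, Zim1 and Impact in MEFs and Igf2r, Airn and Plagl1 in ESCs. The regions were those of Prpmp5, of Catsperb, Tc2n and Fbln5 and the 3 with no named gene and an earlier Cas allele in NPCs, those from 69150001 on chromosome 6 and of Sult2a4 in MEFs, and that of Cts3 and Ctsm for NPC minus ESC. The lists were neural and replication (NPC minus ESC timing), neural (allelic difference between media) and imprinted (MEF allelic, MEF minus NPC timing, size by cross direction). Fibroblast, vomeronasal and zinc finger genes fell below it too (XEN minus MEF timing, given under other observations). Percentages are of autosomal windows. With no minimum size, 41.0% were called between alleles in ESCs and 21.3% in MEFs, and in timing 51.6% for NPC minus ESC, 73.5% for MEF minus ESC and 53.4% for MEF minus NPC. At 2 times the minimum the allelic shares were 7.50% in ESCs, 1.31% in NPCs, 2.23% in MEFs, 7.38% for NPC minus ESC and 9.52% for MEF minus ESC, and the timing shares 9.19%, 18.3% and 10.6%, with 5.76% for feeders minus 2i. These follow from the threshold itself. With lines labelled female only, 2.37% were called in NPCs, 5.78% in MEFs and 16.3% for MEF minus ESC allelic, and without embryos 1 and 3 1.82%, 4.46% and 16.2%, both with fewer samples. For NPCs, profiles with the replicate number as a block gave 2.22% and profiles with the line as a random block 2.92% (the cause was not tested). Leaving out 1 line, embryo or culture profile of the compared groups at a time gave ranges of 13.6 to 16.0 points for the ESC minus MEF share, and of called windows 25.2% to 25.9% (ESC allelic), 1.29% to 1.58% (NPC allelic, without either NPC line), 10.7% to 11.7% (MEF allelic), 7.76% to 17.4% (NPC minus ESC allelic, lowest without F121-9 NPCs, and 8.37% without Cas129 NPCs), 23.6% to 27.8% (MEF minus ESC allelic), 32.3% to 33.4%, 43.6% to 44.8% and 32.1% to 35.7% (timing, in the order above), 6.37% to 12.8% (feeder timing, lowest without F121-6 2i replicate 1) and 0 to 0 for cross direction and the allelic difference between media. Lines of other groups enter through the shared spread, and with these left out too the ranges were 25.04% to 25.9% (ESC allelic), 1.29% to 6.22% (NPC allelic) and 10.7% to 13.2% (MEF allelic). Regions of at least 500 kb numbered 426 (ESC), 30 (NPC), 198 (MEF), 218 (NPC minus ESC) and 451 (MEF minus ESC) for allelic results, and 595, 704 and 524 for timing between cell types and 138 for feeders. The odds ratios missed the threshold at 2 times the minimum for ESC allelic with NPC minus ESC timing (1.28, circular shift permutation p = 0.0776), NPC allelic with the same (1.04, p = 0.867) and MEF allelic with MEF minus ESC timing (1.41, p = 0.0694), and within deciles of ESC timing (1.09, 1.09 and 1.10, in that order), and the cause was not tested. The median in place of the mean over X windows gave, for the 129 and Cas alleles, -1.11 and -1.21 in F121-9 NPCs, -0.97 and 0.88 in F123, -0.097 (a change of sign from 0.018, in a flat track) and -1.36 in embryo 1, -2.09 and -1.74 in embryo 2, -2.11 and -1.73 in embryo 3 and -1.35 for Cas in embryo 4, -1.08 and -1.02 in female ESC lines, -0.78 and -0.77 for 129 and C57B6 in V6.5, and -0.78 and -1.93 for C57B6 and Cas in XEN, and the cause was not tested. Read depth per library is unknown, so what it limits was not assessed.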

Other observations

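XEN cells were kept out of the fits, and XEN minus MEF timing was tested only over the gene lists. At the window of Sox17, an endoderm transcription factor gene, the 2 XEN profiles had timing values of 2.42 and 2.85, against -2.49 in MEFs and 0.27 in ESCs. Gata6 lay at 2.76 and 2.67 (MEFs -0.18, ESCs -0.79), the transthyretin gene Ttr at 2.53 and 2.2 (MEFs -1.27, ESCs 2.28) and Lama1 at 2.08 and 2.04 (MEFs 0.18, ESCs 0.07). Foxa1 (-1.28 and -1.41) and Cer1 (-1.73 and -1.52) were late. XEN and MEF columns were scaled in 1 set, ESC columns in another. Against shifted windows, XEN minus MEF timing had a mean of -1.26 over the fibroblast list (adjusted p = 0.00508), 0.88 over olfactory receptors (adjusted p = 0.00132), 0.82 over vomeronasal receptors (adjusted p = 0.0321) and 0.61 over Zfp genes (adjusted p = 0.00132), but the fibroblast, vomeronasal and Zfp lists missed the threshold by their medians (adjusted p = 0.302, 0.0748 and 0.211). The endoderm list had a mean of 0.47 (adjusted p = 0.547). These tests rest on 1 XEN line. In the Car1, Car2 and Car3 region the C57B6 allele of XEN led the Cas allele by 3.09 and 3.07.

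In NPCs, the windows of vomeronasal receptor genes had a larger mean size of the allelic difference than shifted windows (0.416 against 0.274, adjusted p = 0.0330). The list was near all windows in ESCs (0.394 against 0.383) and in MEFs (0.280 against 0.270). The mean size also counts noise, and the noise SD between repeat NPC profiles of Cas129 was 0.495. Whether noise is larger in the windows of this list was not tested. Of 221 genes, 11 were called with an earlier 129 allele and 2 with an earlier Cas allele (17 and 4 adjusted over the list alone). The other 208 were not called, and of all autosomal windows 4.71% were called in NPCs. The signed mean of the list was -0.010, against 0.014 over all windows (adjusted p = 0.935, circular shifts), so no lean of the list to 1 allele was shown. Allelic differences of V6.5 correlated with those of 129 and Cas ESC profiles at 0.095 to 0.144.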
